A study of Saccharomyces cerevisiae with 295 samples. Its data were reported in "Yeast glucose pathways converge on the transcriptional regulation of trehalose biosynthesis" (2012).

How the data were processed

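Transcript levels were measured in Saccharomyces cerevisiae wild type (WT) cells and in deletion mutants of the glucose-signalling network, on 2-channel oligonucleotide arrays that carry each gene probe on 2 spots. The series has 295 arrays. The WT contributed 112 arrays under 58 title codes, and 91 single and 2 double deletion mutants contributed 183. Of the mutants, 90 had 2 arrays, and cat8-del, gdb1-del and pfk26-del had 1. The arrays of a mutant come from separately grown cultures according to the study, sfl1-del excepted. From the titles of the pfk1-del and maf1-del arrays it is not clear that their cultures were separate. Each array compared the RNA of 1 culture with 1 common reference RNA, with the culture's own RNA in Cy5 on 147 arrays and in Cy3 on 148. Per the labels, RNA of 8 mutants and of 13 WT arrays came from the HTP extraction protocol and all other RNA from the robotic one.

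The deposited scanner files give mean signal and median local background of every spot as intensity in both channels, with no normalization. The authors' processed values are a log2 ratio per spot and array, made by print-tip loess without background subtraction and with a correction of dye bias. The authors' comparison file gives, for each mutant and WT code, a mean log2 ratio against a pool of WT cultures and a p-value adjusted by the Benjamini-Hochberg method, calculated with limma 2.12.0. Which WT pool stands behind which column of their values is not stated. On 1 WT array the authors' ratio had the opposite sign to the scanner values (r = -0.9 across genes, against a median of 0.9 and a next lowest of 0.4 over the arrays), and the other WT arrays' shared pattern lay on the side of the scanner values.

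All values below start from the scanner intensities. Spots were normalised per array with a loess curve of span 0.4 in each of the 48 print-tip blocks, without background subtraction. Spots with a signal over 32768 were left out of the curve. The 2 spots of a probe were averaged, and each ratio was turned so that it gives the culture's RNA over the reference. Of 6388 gene probes, 5326 carry a name that stands for 1 gene, and 1062 carry none. The names were matched to the RefSeq annotation of assembly R64, 5266 directly and 58 through a synonym, and 2 had no match. The 19 mitochondrial probes and 21 probes of transposon reading frames were left out, as in the study, and 12 genes with 2 probes were represented by the brighter one, which left 5274 genes. YDL196W, which the study also left out, is the name of no probe here. Transposon frames were recognised by their coding length or their systematic name. Gene spots with a signal over 2 times the background made up 77.1% to 95.2% of an array (median 89.8%). The 2 spots of a probe differed with an SD of 0.041 on the log2 scale (median over arrays), and the SD between WT arrays had a median of 0.099 over genes. The number of arrays per mutant limits the precision.

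Each mutant was compared with all WT arrays in its own limma fit (limma 3.58.1 with data.table version 1.17.8 and statmod 1.5.0 in R 4.3.3), with a term for dye orientation and 1 for the extraction protocol. The study reports a change of shaker during the project and growth in flasks or in a plate reader. Shaker, growth vessel and day of growth had no term of their own in these fits. A gene rose or fell where the Benjamini-Hochberg adjusted p was below 0.01 and the fold change over 1.7. The 2 arrays of sfl1-del, technical replicates per the study's strain list, were averaged to 1 sample. Each WT code was compared with the other WT arrays in the same way. A profile was counted as different from WT from 12 genes on. Fixed lists of genes, 20 in all, were tested in each mutant with limma's fry, which asks whether a list's genes move one way on balance, and its p was adjusted over all 1860 tests. Camera with its preset and with an estimated correlation between genes was run beside it. Both tests allow for correlation between genes, but camera asks another question, whether a list moves more than the other genes do. An adjusted p given below with an estimated correlation is that of camera. Of 563 calls by fry (adjusted p below 0.05), 100 held in camera with an estimated correlation, and camera with the preset correlation made 673. In 10 calls the median of the list had the other sign than the test. Calls of single list members are given over all genes tested. The count adjusted over the list alone was another one in 58 of the 1860 pairs of list and mutant.

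The 14 mutants that lack a positive regulator of protein kinase A (PKA) and the 8 that lack a negative one were compared with 1 log2 ratio per mutant in limma, as negative minus positive regulators. The number of mutants in which each network transcript changed (adjusted p below 0.01, fold change over 1.5, its own deletion left out) was compared between metabolic and signalling genes with a two-sided permutation test of 100000 resamples. Profiles were compared by Pearson r across genes, beside 1000 pairs of WT codes. In the double mutants, limma tested the interaction (double minus both singles plus WT) and the difference from each parent. Lists, classes, tests and thresholds, apart from those named as added later, were chosen before the data were examined.

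Any list member or network gene could be named. In each main comparison (the PKA classes, 17 single mutants and both double mutants) the 5 genes with the largest rise and the 5 with the largest fall could also be named, among those past the threshold and changed in the same direction in every array of the mutant. In the PKA classes, at least 75% of the mutants of each class had to lie on that class's side of the other's median. The lists of haploid-specific genes and of genes next to a deleted gene were made after the data were seen.

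On simulated data the mutant fit recovered 98.2% of 2-fold and 100% of 4-fold changes over 20 runs, with 0.05 false calls per run, and the interaction fit recovered 93.8% of 2-fold changes with 2 false calls per run. The simulated genes varied independently, with the spread of the WT arrays and without variation shared between genes. These rates may therefore not hold for the real arrays. Alternatives were normexp background correction with an offset of 50, one loess curve over the array, the authors' processed values, fits without the dye or the extraction term, a slide-specific dye correction, WT of the same extraction only, title codes as a random block (correlation 0.112), a joint fit of all arrays, the dimmest 25% of genes left out, each replicate left out, other thresholds, other correlation measures and each PKA mutant left out. Chosen after the data were seen were the use of all gene probes of the authors' probe list, named or not, and fits without mutants whose labels or strain markers are in doubt.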

Results

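The transcriptomes of 91 single and 2 double deletion mutants of the glucose-signalling network were measured beside those of WT cells, on 295 arrays, of which 183 held mutant RNA. Values below are log2 ratios of mutant over WT ± SE of the limma fit, with n = 2 arrays per mutant unless another number is given. The SE rests mostly on the spread of the WT arrays and does not measure the spread between the arrays of a mutant. GPR1 in gpr1-del had an SE of 0.10, for example, with its 2 arrays at -4.95 and -4.25. Since no background was subtracted, ratios of dim transcripts lie closer to 0 than the change in the transcript. The 20 gene lists tested below were fixed without these samples.

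The transcript of the deleted gene was used to check the labels. It fell in 84 of the 90 single mutants in which it was measured, and its median log2 ratio over the 90 was -2.88. FBP1 in fbp1-del (-0.59 ± 0.04), FLO11 in muc1-del (-0.49 ± 0.05), CAT8 in cat8-del (-0.76 ± 0.08, n = 1) and SIP4 in sip4-del (-0.20 ± 0.04) did not pass both limits. Each lay lower in its own mutant than in any other group, and all are dim on these arrays. SFL1 lay at -0.28 ± 0.12 (adjusted p = 0.275, n = 1, the mean of 2 technical replicates) in the arrays labelled sfl1-del. GPH1, the gene of glycogen phosphorylase, lay at -0.03 ± 0.13 (adjusted p = 0.977) in the arrays labelled gph1-del, whereas this dim transcript fell in 4 other groups, to -1.72 ± 0.13 in ira2-del. PFK2, a bright probe, fell by 0.93 on the log2 scale in the arrays labelled pfk2-del, to -1.26 in 1 array and -0.59 in the other. These 3 groups are named by their labels. In pfk1-del and snf1-del, LYS2 rose (2.97 ± 0.05 and 3.23 ± 0.05) and MET17 fell (-4.68 ± 0.15 and -4.88 ± 0.14), a pattern of strain marker genes that sets both strains apart from the WT.

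The first comparison asked which deletions change the transcriptome of cells grown on glucose. Loss of the general repressor Ssn6 changed the most genes, with 751 that rose and 171 that fell. It was followed by ram1-del, which lacks a subunit of the protein farnesyltransferase (458 rose, 246 fell), by tup1-del, which lacks the partner of Ssn6 (494 rose, 65 fell), and by grr1-del, which lacks a ubiquitin ligase subunit (389 rose, 159 fell). In bcy1-del, which lacks the inhibitory subunit of PKA, and in ira2-del, which lacks an inhibitor of Ras, most changed genes fell (297 of 424 and 211 of 261). Over the single mutants, the genes changed most often were HXK1, for a hexokinase of glucose-poor cells (30 mutants, 20 with a rise), HSP12, for a membrane stress protein (27 mutants, 15 with a rise), and PGM2, for phosphoglucomutase (27 mutants, 19 with a rise). In all, 40 of the 91 single mutants (44%) had 12 or more genes changed, and 24 had at most 1. None of the 58 WT codes reached 12 genes. Their highest count was 4, and 53 had none, but with a fold change over 1.5 there was 1 code with 12 or more. In the authors' deposited table the same limits gave 48 single mutants and 1 WT code, with 15 genes, over all its probes, and 44 single mutants and no WT code (highest count 8) over the genes named here, and its profiles had r between 0.66 and 0.999 with those used here (median 0.968).

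**Figure D1:**
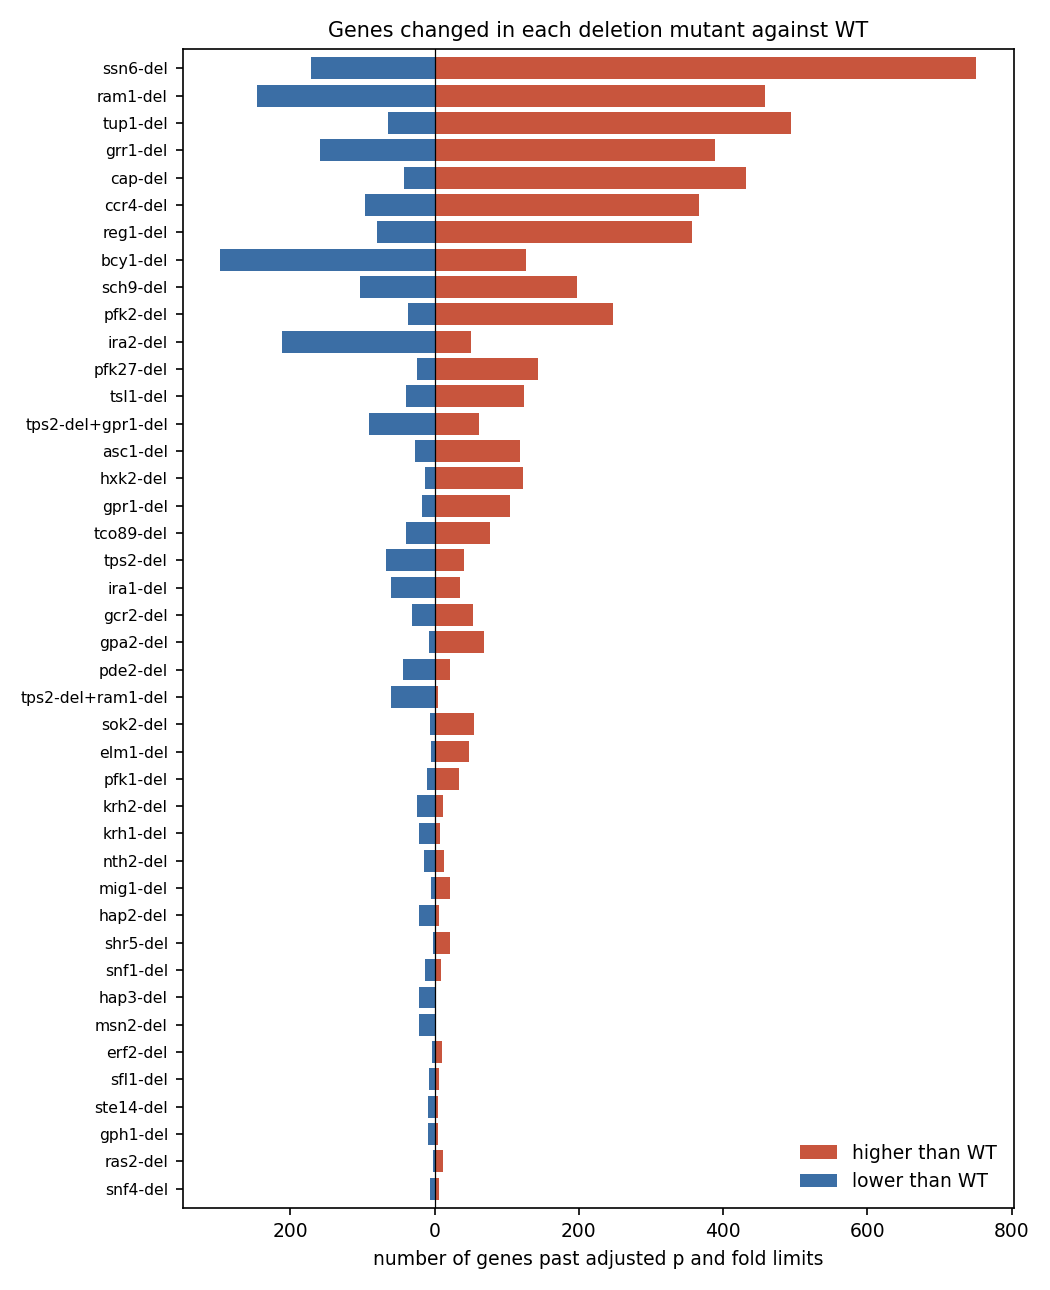
Number of genes (x axis) that rose (red, right of 0) or fell (blue, left of 0) in each deletion mutant (y axis) with 12 or more genes changed, double mutants included. The longest bar is that of ssn6-del with 922 genes, and in bcy1-del and ira2-del most of the bar lies on the side of genes that fell.

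The PKA classes were compared to ask which transcripts follow the loss of activators of the kinase and which the loss of its inhibitors. Stress and storage genes lay lower on average in the 8 mutants of negative regulators than in the 14 mutants of positive regulators. HSP12 (YFL014W, chromosome VI, 107256 to 107585 of assembly R64) had a mean log2 ratio of -2.46 (SD 2.03) in the former and 1.51 (SD 1.6) in the latter, a difference of -3.97 ± 0.74 (adjusted p = 0.0079). HXK1 (chromosome VI, 253592 to 255049) differed by -3.07 ± 0.56, RTC3, another stress-responsive gene, by -2.90 ± 0.54, TSL1, for a subunit of trehalose synthase, by -2.0 ± 0.40, and INH1, for an inhibitor of the mitochondrial ATP synthase, by -1.92 ± 0.36. AAC3, for an ADP/ATP carrier, lay higher in the negative class by 1.18 ± 0.24, as did YCR102C (1.37 ± 0.25), YLR460C (1.17 ± 0.21), YDL241W (0.98 ± 0.20) and ATG41 (0.95 ± 0.17), each with the same adjusted p as HSP12. Of the list of oxidative phosphorylation, 32 of 33 genes were lower in the negative class at an adjusted p below 0.05, and 33 when adjusted over the list alone (median difference -0.65, fry adjusted p = 0.0045). So were 6 of 7 genes of trehalose metabolism (7 adjusted over the list alone, median difference -0.70, fry adjusted p = 0.0094), 5 of 11 of glycogen metabolism (7, -0.72, fry adjusted p = 0.0103) and 5 of 14 general stress genes under Msn2 and Msn4 (12, -1.15, fry adjusted p = 0.0169). Higher in the negative class were 9 of 20 amino acid synthesis genes under Gcn4 (14 adjusted over the list alone, median difference 0.19, fry adjusted p = 0.0094), 6 of 19 pheromone response genes (8, 0.30, fry adjusted p = 0.021) and 3 of 5 phosphate uptake genes (4, 0.59, fry adjusted p = 0.021). Camera with an estimated correlation, which sets a list against all other genes, called none of these 7 lists (adjusted p = 0.377 for each). The fry call for phosphate uptake was lost without krh1-del (fry adjusted p = 0.0720) or krh2-del (fry adjusted p = 0.0706). The strain marker genes and the lists of hexose transporters and iron uptake had fry adjusted p of 0.0103, 0.0456 and 0.0456 (adjusted p = 0.377, 0.429 and 0.426 with an estimated correlation). The calls for hexose transporters and iron uptake were lost in 18 of 37 alternatives each. The list of ribosome biogenesis was not called (median difference 0.23, fry adjusted p = 0.0712, adjusted p = 0.429 with an estimated correlation). Of its 48 genes, 3 were higher in the negative class at an adjusted p below 0.05, and 0 when adjusted over the list alone.

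In total 990 genes differed between the PKA classes at an adjusted p below 0.05, 401 of them higher and 589 lower in the negative class. That number was 372 without bcy1-del, 458 without ira1-del and 656 without ira2-del. At an adjusted p below 0.01 and a fold change over 1.7 there were 29 genes, 8 higher and 21 lower, whose adjusted p values all lay just below the limit. None was left without replicate 2 of the mutants or without any 1 of bcy1-del, ira1-del, ira2-del, krh1-del, krh2-del, pde2-del, erf2-del, gpa2-del, gpr1-del, rce1-del, shr5-del, ste14-del and tpk3-del. Without replicate 1 there were 45, without ram1-del 46, without sdc25-del 44, without rgs2-del 59 and without pde1-del 92. Without tpk2-del, the 1 mutant of the HTP protocol in these classes, there were 44.

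**Figure D2:**
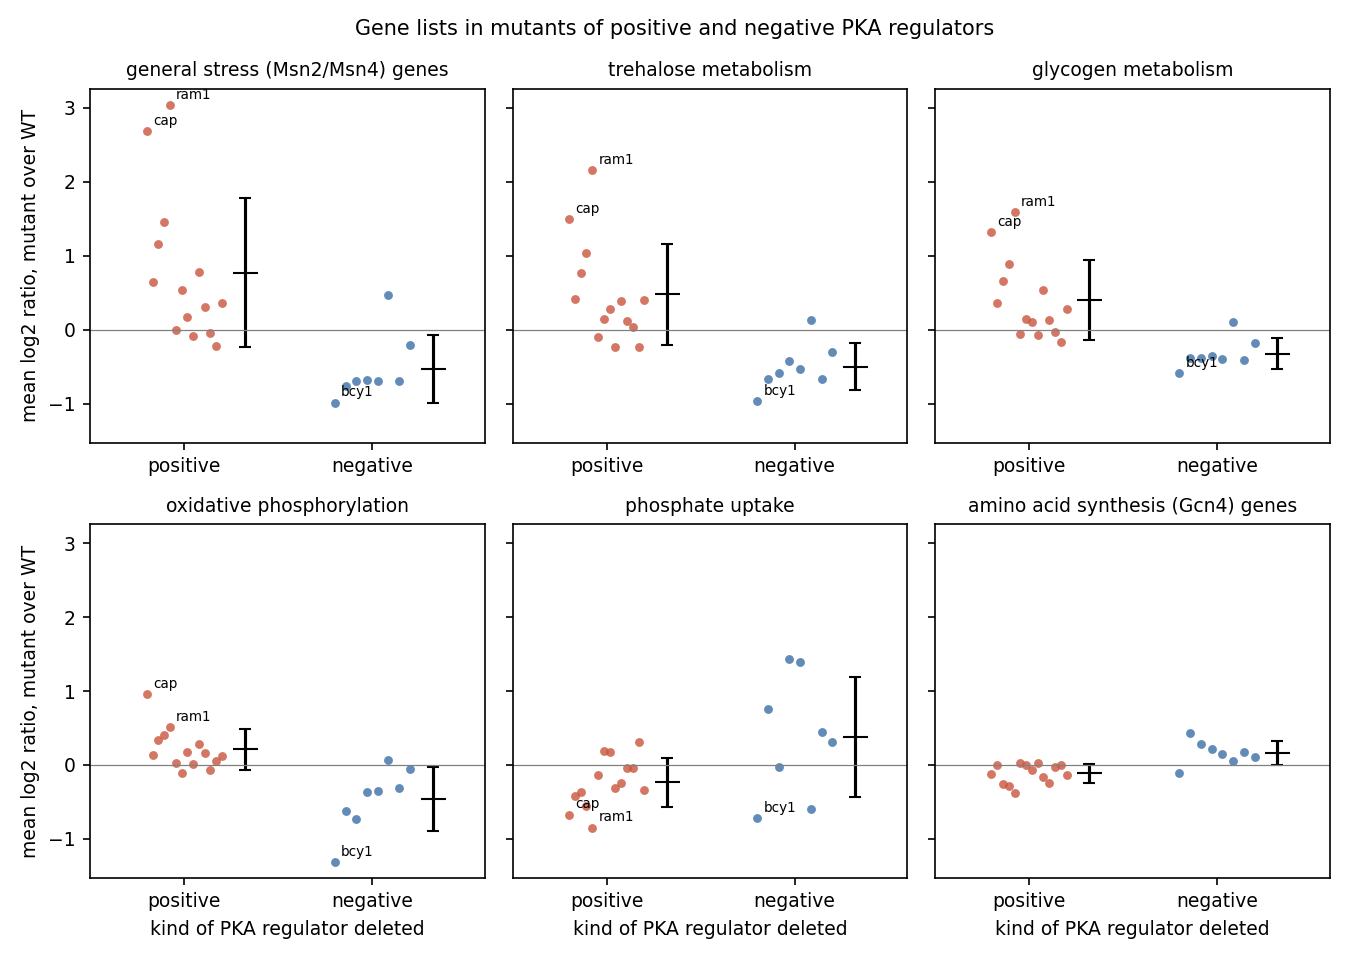
Mean log2 ratio over WT of 6 gene lists (y axes) in each mutant, as points, by the kind of PKA regulator deleted (x axes, 14 positive and 8 negative), with the class mean and SD as black bars. The points of ram1-del and cap-del lie highest for the stress list, with medians of that list of 2.71 and 2.73 over its genes, and bcy1-del lies lowest for oxidative phosphorylation.

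Among the negative regulators, HSP12 fell in bcy1-del (-4.47 ± 0.43), ira1-del (-3.45 ± 0.43), ira2-del (-3.09 ± 0.43), pde2-del (-3.58 ± 0.43), krh1-del (-3.60 ± 0.43) and krh2-del (-2.70 ± 0.43). GSY2, for glycogen synthase, and TSL1 fell in the same 6 mutants, TSL1 by 1.87 on the log2 scale in bcy1-del. All 33 genes of oxidative phosphorylation fell in bcy1-del (median -1.21, fry adjusted p = 2.9e-30, adjusted p = 0.0916 with an estimated correlation). In ira2-del 20 of them fell (fry adjusted p = 8.1e-15, adjusted p = 0.27 with an estimated correlation) and in ira1-del 8 (fry adjusted p = 1.7e-11, adjusted p = 0.041 with an estimated correlation). The largest rises in bcy1-del were those of FRE4 (3.93 ± 0.11), PRM7 (3.05 ± 0.43), ZRT1 (2.76 ± 0.16), MFA1 (2.65 ± 0.05) and BSC1 (2.46 ± 0.26), and 10 of 19 pheromone response genes rose there (median 0.80, fry adjusted p = 2.4e-67, adjusted p = 2.4e-06 with an estimated correlation). The genes specific to mating type a, to which MFA1 belongs, had a mean of 1.01 in bcy1-del. FRE4 (3.01 ± 0.11), YCR102C (1.93 ± 0.13) and AAC3 (1.73 ± 0.10) rose most in ira2-del besides PRM7 (1.87 ± 0.43) and YLL053C (1.67 ± 0.09).

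Of the 14 mutants of positive regulators, 6 had fewer than 12 genes changed: ras1-del and sdc25-del 1 each, tpk1-del 2, tpk2-del 3, tpk3-del 4 and rce1-del 5. Stress genes rose in some of the others. The list rose in gpr1-del, which lacks the glucose-sensing receptor (12 of 14 genes, median 1.26, adjusted p = 0.0296 with an estimated correlation), and in gpa2-del, which lacks the G protein of that receptor (8 of 14, median 0.96, adjusted p = 0.0247 with an estimated correlation). HSP12 rose in both (2.87 ± 0.43 and 2.79 ± 0.43), and so did ALD3, for an aldehyde dehydrogenase (2.49 ± 0.21 and 2.15 ± 0.21), and the catalase gene CTT1 (2.19 ± 0.23 and 1.78 ± 0.22). In gpr1-del PRM7 (-2.31 ± 0.43) and the iron genes FIT3 (-1.66 ± 0.24), FIT2 (-1.64 ± 0.24) and ARN2 (-1.22 ± 0.19) fell. All 14 stress genes rose in cap-del, which lacks the cyclase-associated protein Srv2 (median 2.73, fry adjusted p = 8.4e-35, adjusted p = 0.0951 with an estimated correlation), and in ram1-del (median 2.71, fry adjusted p = 1.8e-40, adjusted p = 0.108 with an estimated correlation). ALD3 rose to 4.73 ± 0.21 and 5.09 ± 0.21 in these mutants, HSP26 to 4.58 ± 0.24 and 4.81 ± 0.24, and SIP18 to 4.58 ± 0.15 and 5.09 ± 0.14. In ram1-del 27 of 48 ribosome biogenesis genes fell (median -0.84, fry adjusted p = 3.7e-21, adjusted p = 0.237 with an estimated correlation). In ras2-del 13 genes changed (8 without replicate 1 and 6 without replicate 2), among them CAR2 (1.19 ± 0.11), and 2 of 14 stress genes rose (3 adjusted over the list alone, fry adjusted p = 0.008, adjusted p = 0.238 with an estimated correlation).

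Genes of mating were lower in ram1-del as well. The 4 alpha-specific genes measured fell (median -1.82, adjusted p = 0.0296 with an estimated correlation), led by MF(ALPHA)2, for the mating pheromone (-3.99 ± 0.15), and the agglutinin gene SAG1 (-2.33 ± 0.13). Of 19 pheromone response genes 6 fell (median -0.43, adjusted p = 0.0355 with an estimated correlation), among them SST2 (-2.18 ± 0.06) and FUS1 (-1.37 ± 0.07). The enzymes Ste14 and Rce1 act on farnesylated proteins after Ram1. In ste14-del, SAG1 (-1.71 ± 0.13), MF(ALPHA)2 (-1.87 ± 0.15) and FUS1 (-1.03 ± 0.07) fell, and in rce1-del they lay at -1.26 ± 0.13, -1.30 ± 0.15 and -0.80 ± 0.07 and fell too. In ras2-del they lay at -0.02 ± 0.13, 0.33 ± 0.15 and -0.01 ± 0.07. MF(ALPHA)2 fell in 15 single mutants in all and rose in 8, and hxk2-del, reg1-del and grr1-del were among the former.

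The next question was which genes are released when glucose repression is removed. Loss of Hxk2, the main hexokinase, raised 123 genes and lowered 13, and loss of Reg1, a regulatory subunit of the phosphatase Glc7, raised 357 and lowered 80. The largest rises in hxk2-del were HXK1 (3.48 ± 0.32), the high-affinity glucose transporter gene HXT2 (3.12 ± 0.22), TMA10 (2.91 ± 0.22), INO1 (2.71 ± 0.10) and MTH1 (2.52 ± 0.12). Those in reg1-del were SFC1, for a mitochondrial carrier (4.59 ± 0.04), the phosphate transporter gene PHO89 (4.58 ± 0.10), FBP1, for the gluconeogenic fructose bisphosphatase (4.37 ± 0.06), INO1 (4.16 ± 0.10) and IDP2 (4.16 ± 0.08). The alpha-specific genes MF(ALPHA)2 and SAG1 were among the largest falls in hxk2-del (-2.14 ± 0.15 and -1.58 ± 0.13) and reg1-del (-3.55 ± 0.15 and -3.03 ± 0.13). So they were in grr1-del (-4.73 ± 0.16 and -3.20 ± 0.14). All 33 genes of oxidative phosphorylation rose in reg1-del (median 1.82, adjusted p = 0.0245 with an estimated correlation) and in grr1-del (median 2.04, adjusted p = 0.0228 with an estimated correlation), and 28 rose in hxk2-del (median 0.97, adjusted p = 0.0095 with an estimated correlation). Of the genes of gluconeogenesis and C2 use, all 11 rose in reg1-del (median 3.20, fry adjusted p = 1.5e-115) and 10 in grr1-del (median 3.30, fry adjusted p = 2.3e-117), where the malate synthase gene MLS1 rose to 4.80 ± 0.09. In hxk2-del 1 of the 11 passed the limits (fry adjusted p = 7.8e-20, adjusted p = 0.232 with an estimated correlation), and FBP1, PCK1 and MLS1 lay at 0.10 ± 0.04, 0.05 ± 0.05 and -0.10 ± 0.07. This list was also called higher in tup1-del and ssn6-del, where 3 genes rose and 1 fell in each (fry adjusted p = 2e-69 and 6.8e-67, adjusted p = 0.0373 and 0.0661 with an estimated correlation), and in mig1-del, where none passed the limits (fry adjusted p = 3.6e-06, adjusted p = 0.209 with an estimated correlation). With the dimmest 25% of genes left out the calls in hxk2-del, tup1-del and mig1-del were lost and that in ssn6-del turned to lower (fry adjusted p = 0.00787). That filter also removes FBP1, PCK1 and MLS1 from the list, so it tests a smaller list and not the same one. Differences between these mutants were not tested. Genes for the use of other sugars rose in hxk2-del (6 of 11), reg1-del (7) and grr1-del (7), among them the invertase gene SUC2 (1.86 ± 0.09, 2.72 ± 0.09 and 2.35 ± 0.09). In mig1-del, which lacks a glucose-dependent repressor, 4 of these 11 genes rose, including HXK1 (1.94 ± 0.32) and MAL12 (0.91 ± 0.04), and SUC2 lay at 0.38 ± 0.09. Of 5 hexose transporter genes in grr1-del, HXT1 (-4.80 ± 0.14), HXT2 (-1.91 ± 0.23) and HXT4 (-1.05 ± 0.10) fell and HXT5 rose (2.95 ± 0.17), and the list had an adjusted p = 0.506 with an estimated correlation. In reg1-del 4 of the 5 rose (adjusted p = 0.0113 with an estimated correlation). In snf1-del 23 genes changed. Besides the marker genes LYS2 and MET17, HXT2 fell there (-1.54 ± 0.22) and CAR2 rose (1.05 ± 0.11).

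Tup1 and Ssn6 form 1 repressor complex. Among the largest rises in both mutants were those of RCK1, for a protein kinase (5.59 ± 0.08 in tup1-del and 6.06 ± 0.08 in ssn6-del), DIT1, of the spore wall (5.58 ± 0.06 and 5.43 ± 0.07), and HXT17 (5.38 ± 0.05 and 5.55 ± 0.06). The amino acid permease gene DIP5 fell in both (-2.55 ± 0.16 and -3.58 ± 0.16). Of the 7 a-specific genes, which are off in cells of mating type alpha, 6 rose in tup1-del (median 2.24, adjusted p = 6.67e-05 with an estimated correlation) and 7 in ssn6-del (median 3.60, adjusted p = 5.66e-05 with an estimated correlation), with STE2 at 2.97 ± 0.04 and 3.97 ± 0.04. Flocculin genes rose in both (4 of 5 each), with FLO5 at 4.08 ± 0.06 and 3.94 ± 0.07. All 4 alpha-specific genes fell in tup1-del (median -3.51, adjusted p = 0.000411 with an estimated correlation), with MF(ALPHA)2 at -5.26 ± 0.16 and SAG1 at -4.04 ± 0.13. In ssn6-del SAG1 lay at 0.66 ± 0.13 and STE3 at 0.37 ± 0.07, and neither passed the limits. With one loess curve over the array SAG1 lay at 1.71 and passed them. Of 19 pheromone response genes, 6 fell and 1 rose in tup1-del (median -0.53, adjusted p = 0.00339 with an estimated correlation) and 15 rose in ssn6-del (median 2.41, adjusted p = 4.81e-06 with an estimated correlation). The difference between the 2 mutants was not tested.

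**Figure D3:**
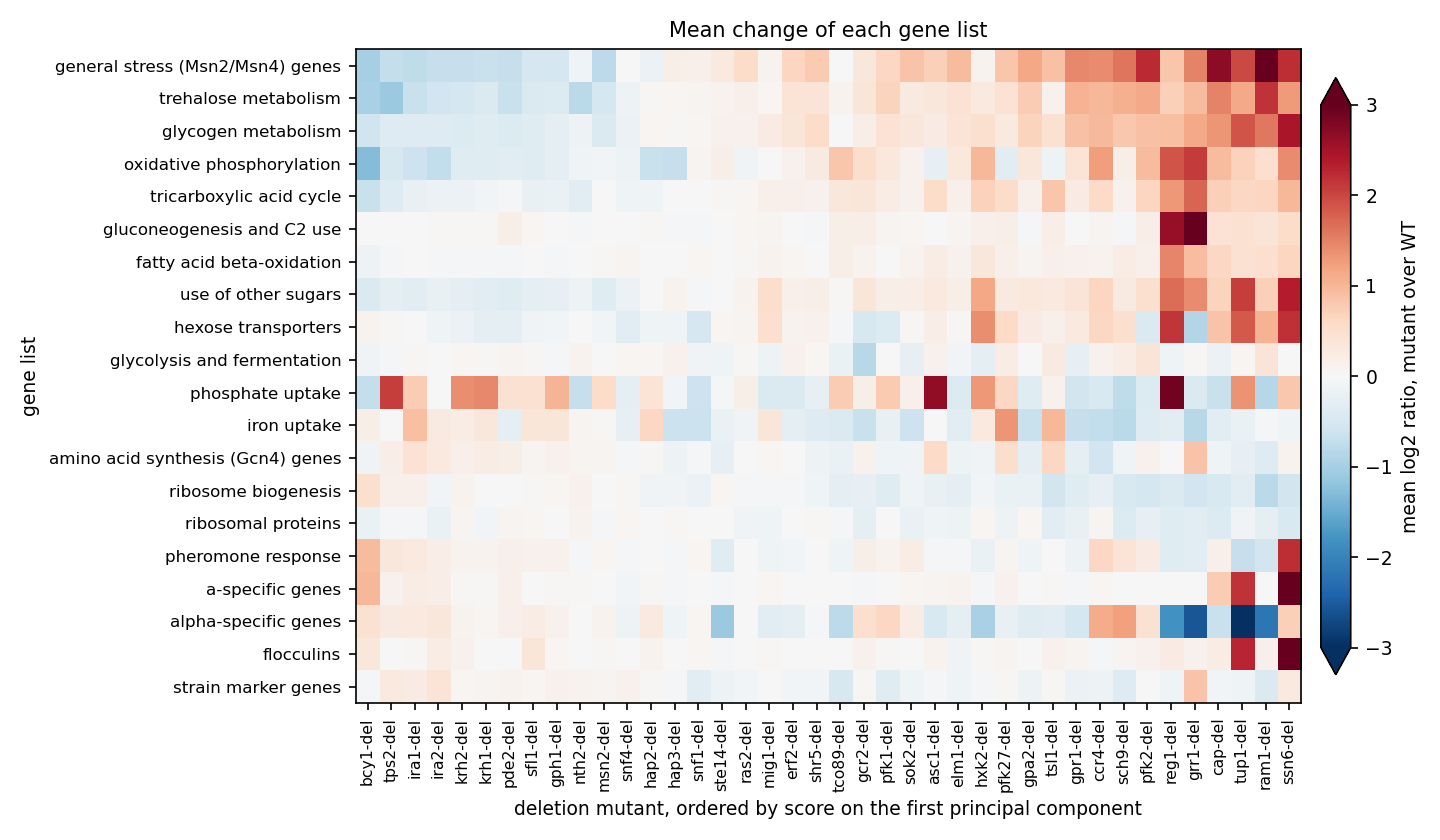
Mean log2 ratio over WT (colour, red higher and blue lower, limited to 3 in either direction) of each of the 20 gene lists (y axis) in the 40 single mutants with 12 or more genes changed (x axis, ordered by their score on the first principal component). Stress, trehalose and glycogen genes are blue at the side of bcy1-del and red at the side of ssn6-del.

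Mutants of other branches changed stress and nutrient genes. In sch9-del, which lacks a growth-promoting kinase, HSP12 (3.29 ± 0.44), MSC1 (2.73 ± 0.27), DDR2 (2.61 ± 0.27), SPI1 (2.47 ± 0.17) and PRY1 (2.43 ± 0.15) rose most, 12 of 14 stress genes rose (median 1.58, fry adjusted p = 2e-15, adjusted p = 0.243 with an estimated correlation) and 21 of 126 ribosomal protein genes fell (median -0.39, fry adjusted p = 3e-05, adjusted p = 0.547 with an estimated correlation). In tps2-del, which lacks trehalose-6-phosphate phosphatase, HSP12 (-3.13 ± 0.44), YGP1 (-2.72 ± 0.23), HXK1 (-2.25 ± 0.32) and RTC3 (-1.98 ± 0.36) fell, while the 5 phosphate uptake genes rose (median 2.1, adjusted p = 0.00505 with an estimated correlation). SPL2, a regulator of phosphate uptake, stood at 2.24 ± 0.25 there, PHO89 at 2.1 ± 0.10 and the acid phosphatase gene PHO12 at 2.06 ± 0.13. The same 5 genes rose in krh1-del (median 1.42, adjusted p = 0.00142 with an estimated correlation), krh2-del (median 1.34, adjusted p = 0.0231 with an estimated correlation) and asc1-del (median 2.82, adjusted p = 0.041 with an estimated correlation), where SPL2 reached 3.18 ± 0.25. In asc1-del, which lacks a ribosome-bound protein, the aconitase gene ACO1 (2.13 ± 0.11) rose and MDH2 (-1.73 ± 0.08), RIB4 (-1.55 ± 0.07) and URA1 (-1.51 ± 0.08) fell. In tsl1-del and pfk27-del the cell wall genes of iron retention FIT3 (2.39 ± 0.24 and 2.75 ± 0.24) and FIT2 (2.24 ± 0.24 and 2.74 ± 0.24) rose among 5 of 8 iron uptake genes in each (fry adjusted p = 4.1e-09 and 3e-16, adjusted p = 0.352 and adjusted p = 0.153 with an estimated correlation). The drug transporter genes PDR15 (2.5 ± 0.18) and PDR5 (2.05 ± 0.17) rose in tsl1-del, and the biotin genes BIO5 (-1.98 ± 0.32) and BIO2 (-1.32 ± 0.16) fell in pfk27-del. Of the other genes with the largest falls in tsl1-del, the ribosomal protein genes RPL24A (-1.28 ± 0.19) and RPL3 (-1.04 ± 0.19) lost their call without replicate 1 (-0.56 and -0.24) and with one loess curve over the array (-0.39 and -0.15).

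The study also asked whether the network regulates its metabolic or its signalling members at the level of transcription. Each of 23 metabolic transcripts changed in a mean of 11.4 mutants (SD 9.23), and each of 78 signalling transcripts in a mean of 2.81 (SD 5.29), a difference of 8.63 mutants (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). HXK1 changed in 30 mutants, PGM2 in 27, GSY2 in 25 and GLK1, for glucokinase, in 24. Among signalling transcripts GPG1 changed in 28 and HSP12, which was classed with them, in 27, while 30 of the 78 changed in none. Genes are not independent replicates, so this p describes these transcripts only.

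**Figure D4:**
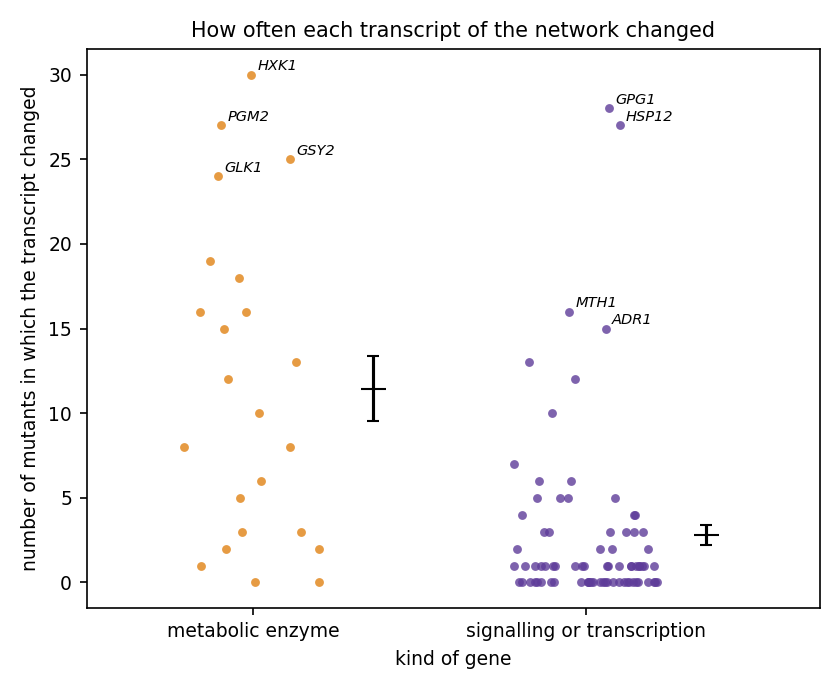
Number of single mutants in which each transcript changed (y axis, its own deletion left out) for 23 metabolic and 78 signalling genes (x axis), as points, with the mean and SE as black bars. The means are 11.4 and 2.81 mutants.

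Profiles of 15 pairs of single mutants were then set side by side. Across genes, r was 0.89 between gpr1-del and gpa2-del, where 65 genes rose in both (1.34 by chance), 0.83 between tup1-del and ssn6-del (463 rose in both, 70.3 by chance), 0.70 between hxk2-del and reg1-del (116, 8.33 by chance), 0.76 between tsl1-del and pfk27-del (90, 3.36 by chance) and 0.66 between asc1-del and tsl1-del (60, 2.80 by chance). It was 0.61 between erf2-del and shr5-del, 0.59 between krh1-del and krh2-del, 0.56 between ira1-del and ira2-del, where 45 genes fell in both (2.40 by chance), and 0.82 between tps2-del and the arrays labelled gph1-del. Pairs of WT codes gave r between -0.47 and 0.48 (95% of 1000 pairs, median 0.03), and none of these r moved by more than 0.08 when the mutants of a pair shared no WT arrays. With 1 array per mutant r was lower for erf2-del and shr5-del (0.38 without replicate 1, 0.30 without replicate 2) and for krh1-del and krh2-del (0.42 and 0.41), within the WT range, and between single arrays of ira1-del and ira2-del it was as low as 0.475, just inside it. Other pairings of single arrays reached 0.576, 0.622 and 0.582 for these pairs in turn, outside the WT range. The WT range comes from 48 codes of the robotic protocol with both dye orientations, so it is not matched to single arrays. It is not matched to hap2-del and hap3-del either, which are of the HTP protocol. The arrays of hap3-del had r = 0.10 with each other. The pairs snf1-del and snf4-del (0.15), asc1-del and gpr1-del (0.24), ram1-del and ras2-del (0.38) and hap2-del and hap3-del (0.04) lay within that range as well. An r within it does not show that profiles are unrelated, since r leaves out the size of changes. The covariance, which grows with that size, lay between -0.0050 and 0.0056 for pairs of WT codes. It was 0.036 for ram1-del and ras2-del and 0.022 for asc1-del and gpr1-del, outside that range. Large changes with a weak correlation can carry a covariance out of the range, so this does not show that the profiles are alike. For snf1-del and snf4-del (0.0045) and for hap2-del and hap3-del (0.0010) it lay within. In hap2-del and hap3-del, which lack subunits of 1 activator of respiration, 14 genes fell in both. The counts by chance assume independent comparisons, although the mutants of a pair share their WT arrays. The profile of tps2-del ran against those of gpr1-del (r = -0.61, 43 genes changed in opposite directions) and ram1-del (r = -0.56, 67 genes), but r with gpr1-del was -0.43 without replicate 1 and -0.45 without replicate 2, within the WT range, and between single arrays r with ram1-del was as near to 0 as -0.46, within it too. Other pairings of single arrays reached -0.634 with gpr1-del and -0.533 with ram1-del, outside the WT range. Genes within a profile are not independent replicates. The first principal component of the 91 single mutants held 40.6% of the variance (38.9% without ram1-del) and the second 13.7%, and of the 20 lists the stress genes had the largest mean loading on the first, on which bcy1-del scored lowest (-21.7) and ssn6-del highest (47.7).

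The double mutants were made to ask which of 2 deletions prevails. In the arrays labelled tps2-del+gpr1-del the 14 stress genes had a median of -0.21, and 3 fell (2 adjusted over the list alone, fry adjusted p = 0.705). Against gpr1-del, where 12 rose, 8 were lower (median difference -1.47, fry adjusted p = 7.2e-11), and against tps2-del 2 were higher (median difference 0.51, fry adjusted p = 0.0549). HSP12 lay at -2.47 ± 0.43 in these arrays, -3.13 ± 0.44 in tps2-del and 2.87 ± 0.43 in gpr1-del. Its difference from tps2-del was 0.66 ± 0.61 (adjusted p = 0.406), and it differed from gpr1-del by -5.34 ± 0.61 (adjusted p = 4.3e-13). Phosphate uptake genes rose as a group of 5 of 5 (median 2.23, fry adjusted p = 2.6e-21, adjusted p = 0.132 with an estimated correlation), with SPL2 at 2.53 ± 0.25 and PHO12 at 2.23 ± 0.13. Of the 120 genes changed in gpr1-del besides the deleted ones, 1 changed in the same direction in these arrays, 21 in the opposite direction and 98 did not pass the limits. Of the genes changed in tps2-del, 42 kept their direction and call, none was called in the opposite direction and 65 were not called. These arrays differed from tps2-del in 120 genes and from gpr1-del in 462. Across genes their r was 0.44 with tps2-del and -0.22 with gpr1-del, both within the WT range. Their covariance was 0.040 with tps2-del and -0.022 with gpr1-del, outside the range of pairs of WT codes (-0.0050 to 0.0056). The size of the changes can bring this about, so it does not offset the r within the WT range. The interaction was past an adjusted p of 0.01 for 567 genes above and 732 below the sum of the single effects, 208 of them over 1.7-fold. ALD3 (-2.18 ± 0.36, adjusted p = 7.8e-07) and CTT1 (-1.65 ± 0.39, adjusted p = 3.3e-04) were among the lower ones. These counts depended on single arrays. In tps2-del+gpr1-del 152 genes changed against WT, 72 without replicate 1 and 360 without replicate 2. The difference from tps2-del covered 26 and 244 genes, and the interaction 201 and 804. GPR1 lay at -2.92 ± 0.09 in these arrays and -4.60 ± 0.10 in gpr1-del, and TPS2 at -3.10 ± 0.21 and -3.82 ± 0.21 in tps2-del. GPR1 thus lay 1.68 ± 0.14 above its level in gpr1-del, so that these numbers too describe the arrays, and whether all cells lacked GPR1 was not settled.

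In the arrays labelled tps2-del+ram1-del, genes of the mating type changed most. MF(ALPHA)1 (-5.52 ± 0.18), MF(ALPHA)2 (-5.11 ± 0.15), STE3, for the receptor of the other sex's pheromone (-4.56 ± 0.07), HO (-3.71 ± 0.06) and SAG1 (-3.50 ± 0.13) fell, and HMRA1, of the a mating-type information, rose (3.65 ± 0.04), as did IME4 (2.15 ± 0.12) and HPF1 (2.04 ± 0.14). TPS2 lay at -1.27 ± 0.21 and RAM1 at -0.96 ± 0.05, against -3.82 ± 0.21 and -2.20 ± 0.05 in the single mutants. The 14 stress genes, which rose in ram1-del, had a median of -0.47, and 4 fell (5 adjusted over the list alone, fry adjusted p = 0.0028, adjusted p = 0.441 with an estimated correlation). HSP12 lay at -1.44 ± 0.43. Of 702 genes changed in ram1-del, 16 changed in the same direction here, 21 in the opposite direction and 665 did not pass the limits, and of those changed in tps2-del 14 kept their call, 6 had the opposite one and 87 had none. Across genes r was 0.26 with tps2-del and -0.28 with ram1-del, both within the WT range. The covariance was 0.018 with tps2-del and -0.048 with ram1-del, outside the range of pairs of WT codes (-0.0050 to 0.0056). Here too the size of the changes can bring this about. These arrays differed from tps2-del in 27 genes that lay higher and 78 that lay lower, and from ram1-del in 963, and the interaction was past the limit for 1965 genes, 730 of them over 1.7-fold. Since both deleted genes lay well above their levels in the single mutants, these numbers describe the arrays and not a strain known to lack both genes.

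**Figure D5:**
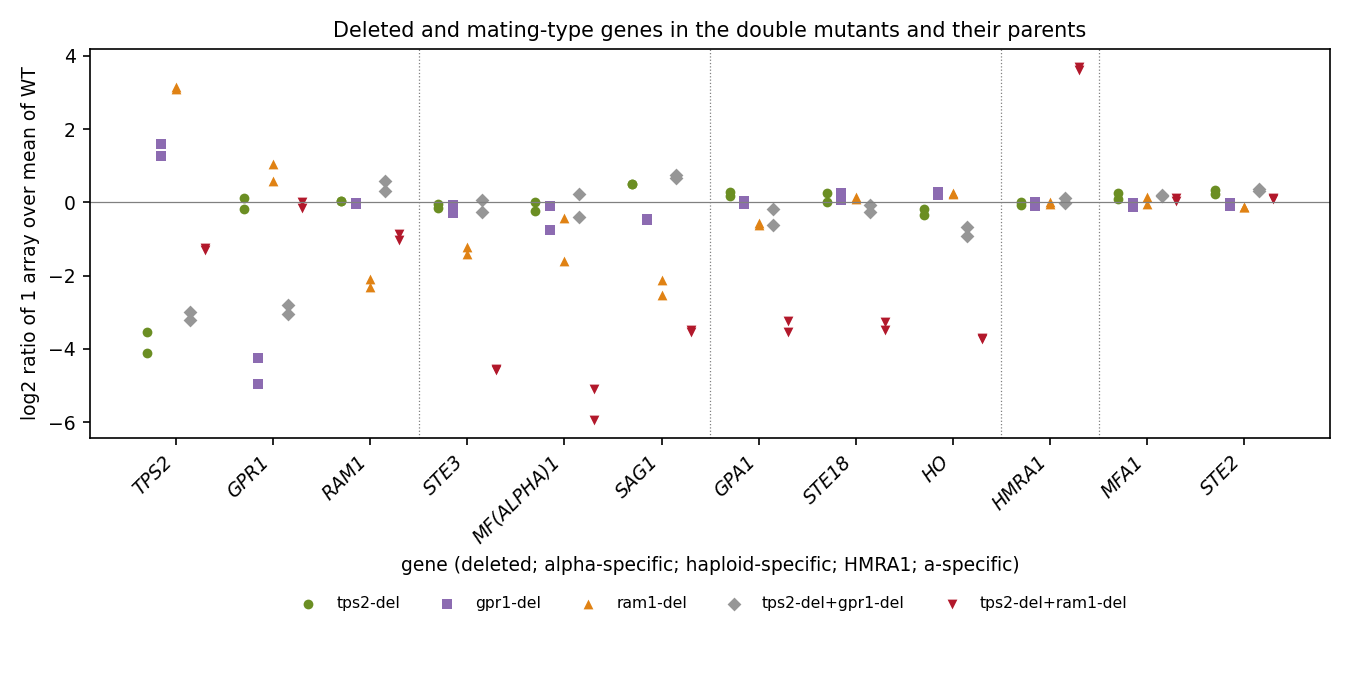
Log2 ratio over the mean of WT (y axis) of the deleted genes and of mating-type genes (x axis, in groups set apart by dotted lines) in each array of both double mutants and their parents, 1 point per array. In the arrays labelled tps2-del+ram1-del the alpha-specific and haploid-specific genes lie lowest, HMRA1 lies near 3.65, and TPS2 and RAM1 lie above their values in the single mutants.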

Values the study reported

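The paper reports profiles of 91 deletion mutants, of which 46 (51%) resembled WT and 45 (49%) differed from it. A profile counted as different when 12 or more transcripts changed with p < 0.01 and a fold change above 1.7, a limit that none of its 56 WT cultures reached, and the comparison used a collection of 200 WT cultures. For its glucose signature it used the 32 mutants with at least 30 changed transcripts. For the transcripts that rise in the group of mutants with bcy1, ira1, ira2 and pde2 deleted it gives an enrichment of ribosome biogenesis with p = 3.45E-45. Its glucose signature holds 878 genes.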

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

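The tests on the arrays labelled tps2-del+ram1-del and the test of haploid-specific genes in ram1-del were chosen after the result was seen, and the others before.

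In all, 5 list means lay apart in the group of 8 negative PKA regulators by Dixon's test. In bcy1-del these were the a-specific genes (1.01, next value 0.22), fatty acid beta-oxidation (-0.16, next -0.06), the pheromone response (0.94, next 0.30) and ribosome biogenesis (0.47, next 0.14), and in pde2-del gluconeogenesis and C2 use (0.17, next 0.05). Chance flags about 1 in 20 groups, and 5 of the 20 groups tested here were flagged, 4 of them through the same mutant. The interaction was past its limit for about 1.3e+03 genes in tps2-del+gpr1-del (567 above and 732 below the sum of the single effects) and 1965 in the arrays labelled tps2-del+ram1-del. The 537 control spots, which no comparison uses, lay above all 58 WT codes (-0.48 to 0.73) in 2 mutants, sfl1-del (0.88) and cap-del (0.79), and below all of them in 1, reg1-del (-0.56). Of 100 splits of the 22 PKA mutants into groups of 14 and 8, 1 had as many genes past an adjusted p of 0.05 as the real one, namely the real one with 990, and the highest other split had 0.

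In the arrays labelled tps2-del+ram1-del the 10 haploid-specific genes all fell. A haploid that lacks both genes is excluded, since TPS2 lay 2.55 ± 0.30 and RAM1 1.25 ± 0.08 above their log2 levels in the single mutants. By that bound the arrays labelled tps2-del+gpr1-del are in doubt too, since GPR1 lay 1.68 ± 0.14 above gpr1-del there, though their haploid-specific genes had a median of -0.08. A mixture of haploid cells of both mating types is excluded as well, since the a-specific genes had a median of 0.07. A diploid with 1 copy of each gene left could give the pattern of these genes, with medians of -2.47 for the haploid-specific and -4.84 for the alpha-specific genes and with TPS2 at -1.27 and RAM1 at -0.96. This is not settled. LYS2, which rose in pfk1-del and snf1-del, lay at 0.20 and 0.03 in the arrays labelled tps2-del+ram1-del. A diploid of parents that differ in LYS2 would be expected to show a rise. Whether the parents differed in LYS2 was not tested.

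In the arrays labelled pfk2-del, PFK2 lay at -1.26 in 1 array and -0.59 in the other. A mixture of deletion and WT cells in unequal shares would lower all changes alike in the second array. The slope of its linear changes on those of the first was 0.90 ± 0.011 over 283 genes, against 0.58 for such a mixture. The mixture is excluded only as far as the PFK2 probe measures the share of cells, since 0.58 rests on it alone. The 283 genes were called on these same arrays and are not independent. No biological explanation was tested.

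In ram1-del 6 of 19 pheromone response genes fell. Cells of mating type a and diploid cells are excluded, since the haploid-specific genes had a median of 0.06, the a-specific genes one of -0.02, and HMRA1 lay at -0.03. Another strain background stays open: the a-specific and strain marker genes together had a median absolute log2 ratio of 0.164, but this bound rested on the former, and the 5 strain marker genes alone had 0.46 (SD 0.27). LYS2, which rose in pfk1-del and snf1-del, lay at -0.68 and -0.67 in the ram1-del arrays. Loss of farnesylation of a protein other than Ras could account for the falls, since the list had a mean of -0.369 in ste14-del and -0.302 in rce1-del beside -0.543 in ram1-del, and 0.012 in ras2-del (fry adjusted p = 0.952). This is not settled, since MF(ALPHA)2 and SAG1 also fell in mutants that keep RAM1. They lay at -3.55 and -3.03 in reg1-del, where SST2 lay at -1.99, and at -4.73 and -3.20 in grr1-del. MF(ALPHA)2 fell in 15 single mutants and rose in 8. Since ras2-del keeps RAS1, it does not exclude Ras. Which protein is involved was not tested.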

How the results depend on the processing

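Values of the main results that moved under an alternative follow here, with lost or turned calls of lists and genes in the last paragraph. The cause was not tested. No paired analysis was possible because the replicate numbers give only the order of the records and do not tie a mutant array to a WT array. With 1 array left in a mutant, that array is assumed to vary like the WT arrays. Dim genes limit all counts, since without background subtraction their ratios are compressed. The use of all probes and the fits without gph1-del, pfk2-del and sfl1-del or without pfk1-del and snf1-del were added after the data were seen.

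With a fold change over 1.5 the sum of changes over all mutants was 12216, and the counts were 210 in hxk2-del, 660 in reg1-del, 838 in grr1-del, 48 in snf1-del, 726 in bcy1-del, 531 in ira2-del, 194 in gpr1-del, 1122 in ram1-del, 737 in cap-del, 536 in sch9-del, 178 in tps2-del, 373 in tsl1-del, 294 in pfk27-del, 263 in asc1-del and 418 in tps2-del+gpr1-del. There was then 1 WT code with 12 or more genes, and tps2-del+gpr1-del differed from tps2-del in 355 genes and from gpr1-del in 824. With the dimmest 25% of genes left out, which tests fewer genes, the counts were 287 in reg1-del, 296 in tup1-del, 576 in ssn6-del, 73 in gpr1-del, 5 in ras2-del, 296 in cap-del and about 1.1e+02 in pfk27-del. Without 1 of the replicates the counts were 6 to 8 in ras2-del and 72 to 360 in tps2-del+gpr1-del.

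The number of genes changed between the PKA classes was 53 without the extraction term, about 1.1e+02 at an adjusted p below 0.05, 44 without mutants of the HTP protocol, 0 to 45 without 1 of the replicates and 0 to 92 with 1 mutant left out. The number past an adjusted p of 0.05 was 372 to 1271 with 1 mutant left out. Camera with an estimated correlation between genes, which sets a list against all other genes, made 100 list calls in the mutants and 0 between the PKA classes. With the dimmest 25% of genes left out, gluconeogenesis and C2 use had the opposite direction between the PKA classes (adjusted p = 0.0177). The list is then a smaller one, without FBP1, PCK1 and MLS1.

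The interaction in tps2-del+gpr1-del held 851 genes without the dye term, 208 with a fold change over 1.7 as well and 201 to 804 without 1 of the replicates, and that in tps2-del+ram1-del 730 with the fold change and 1248 to 1306 without 1 of the replicates. The difference of tps2-del+gpr1-del from tps2-del covered 26 to 244 genes without 1 of the replicates.

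The first principal component held 41.3% with the authors' processed values, 41.3% with the slide-specific dye correction, 40.3% with all gene probes, 40.3% without the arrays labelled gph1-del, pfk2-del and sfl1-del, and 36.8% to 37.5% without 1 of the replicates. Spearman rho was 0.46 between erf2-del and shr5-del, 0.33 between krh1-del and krh2-del, 0.72 between tup1-del and ssn6-del, 0.60 between hxk2-del and reg1-del, -0.28 between hap2-del and hap3-del, 0.44 between ira1-del and ira2-del, 0.28 between tps2-del+gpr1-del and tps2-del (r = 0.44), 0.42 between tps2-del+ram1-del and tps2-del (r = 0.26) and -0.52 between tps2-del+ram1-del and ram1-del (r = -0.28). With the dimmest 25% of genes left out, r was 0.78 between tup1-del and ssn6-del and -0.62 between tps2-del and ram1-del. Without 1 of the replicates r was 0.30 to 0.38 between erf2-del and shr5-del, 0.41 to 0.42 between krh1-del and krh2-del, -0.45 to -0.43 between tps2-del and gpr1-del and 0.14 to 0.15 between tps2-del+ram1-del and tps2-del. It was 0.81 to 0.83 between tup1-del and ssn6-del, 0.48 to 0.58 between ira1-del and ira2-del, 0.69 to 0.76 between tsl1-del and pfk27-del, 0.13 to 0.29 between asc1-del and gpr1-del, 0.52 to 0.63 between asc1-del and tsl1-del, 0.12 to 0.47 between ram1-del and ras2-del, -0.53 to -0.50 between tps2-del and ram1-del, -0.26 to -0.24 between tps2-del+ram1-del and ram1-del, and -0.24 to -0.11 between tps2-del+gpr1-del and gpr1-del.

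Of the list calls between the PKA classes, those for hexose transporters and iron uptake were lost in 18 of 37 alternatives each, phosphate uptake in 3 and the strain marker genes in 2 of 36. All 10 genes named between the PKA classes lost their call without replicate 2. Against WT, calls were lost in at least 1 alternative for TPO4, HSP42, HSP30, PHO84, HSP12 and SIT1 in snf1-del, TMA10, NQM1, HSP26 and FMP16 in ras2-del, RPL24A and RPL3 in tsl1-del, BIO4 in pfk27-del, BIO3 in asc1-del, SPL2 in tps2-del+ram1-del, and PHO84 in cap-del, sch9-del, tps2-del and tps2-del+gpr1-del. Of the list calls in the mutants, 3 turned and were called in the opposite direction: gluconeogenesis and C2 use in ssn6-del with the dimmest 25% of genes left out (adjusted p = 0.00787), and the strain marker genes in pfk1-del (adjusted p = 6.7e-10) and snf1-del (adjusted p = 6e-08) in the joint fit. The call in ssn6-del then rested on fewer genes of the list. Another 10 changed sign and were no longer called.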

Other observations

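The test of neighbouring genes was chosen before its result was seen.

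Respiratory genes moved in further mutants. In hap2-del and hap3-del, which lack subunits of the activator of these genes, 13 of 33 genes of oxidative phosphorylation fell in each (median -0.69 and -0.68, adjusted p = 0.000427 and 4.75e-05 with an estimated correlation), with COX4 at -1.23 ± 0.14 and -1.39 ± 0.14 and COR1 at -1.02 ± 0.12 and -0.90 ± 0.12. They rose in ccr4-del, which lacks an mRNA deadenylase (30 of 33, median 1.32, adjusted p = 0.113 with an estimated correlation), and in tco89-del, which lacks a subunit of the TOR complex 1 (21 of 33, median 0.87, adjusted p = 0.0228 with an estimated correlation). In msn2-del 4 of 14 general stress genes fell (7 adjusted over the list alone, median -0.68, adjusted p = 0.0111 with an estimated correlation), with HSP12 at -3.19 ± 0.46. These 3 HTP mutants share their extraction protocol with few WT arrays, and without the extraction term HSP12 in msn2-del (-2.02) and COR1 in hap3-del (-0.67) lost their call.

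WT cultures varied along the same direction as the PKA mutants. The r of a WT code's profile with the difference between the PKA classes ran from -0.654 to 0.601 over 48 codes. Among mutants of neither class, sch9-del lay below that range (-0.683), and the arrays labelled gph1-del (0.809) and sfl1-del (0.685), tps2-del (0.802) and yck1-del (0.624) lay above it. Of these, yck1-del had 1 gene changed, the deleted one, and sfl1-del was 1 averaged sample of the HTP protocol. Many mutants were set against the extremes of the WT codes, so some may lie just outside by chance.

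A deletion cassette was expected to alter genes beside it. Of 159 neighbours of deleted genes, 8 changed in the mutant of their neighbour (6 fell, 2 rose), against 1.99 by permutation (p = 3e-04, 100000 resamples, highest permuted count 9). ZEO1 in shr5-del (-3.07) and IRC9 in yak1-del (-2.95) fell most. Mutants with fewer than 12 genes changed held 90 of the neighbours and 2 of the 8 calls. YCL042W, called in glk1-del, was called in 20 other mutants, and ATG19, called in ira2-del, in 10. Not every call need therefore come from the cassette.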
